A study of Drosophila melanogaster with 72 samples.

How the data were processed

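The series holds 72 sequencing libraries from whole female Drosophila melanogaster. Per the labels' protocols, frozen flies were ground to powder. Part of the powder was kept for total RNA and the rest was lysed and run through a sucrose density gradient, from which a monosome fraction (single ribosomes) and a polysome fraction (several ribosomes on a transcript) were collected. Poly(A) RNA was selected from each of the 3 RNA pools, fragmented and sequenced as paired ends. Poly(A) selection keeps most mRNAs and loses transcripts without a tail, and no spike-in is recorded, so every value below is a share of its own library.

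The authors deposited raw counts per gene in 3 tables, with a column per library and no pooling of replicates. The columns hold whole numbers whose sums differ between libraries. The aligner, the counting tool, the genome build, the annotation and the strand setting are stated in neither the labels nor the headers. How reads in gene copies with near-identical sequence, in overlapping genes or on opposite strands were assigned is therefore unknown, and the counts of such genes are uncertain. The table of the Lpp[TS] lines lists 23932 features, 5576 of them transposable element insertions, and 13920 protein-coding genes. The tables of the Lsp2 alleles, at 15 d and at 2 to 3 d, list 13925 features each. FlyBase gene identifiers were matched to the BDGP6.54 annotation to obtain symbols, biotypes and transcript lengths. All but 81 features of the Lpp[TS] table and 10 of each allele table were matched. Coordinates below come from that annotation, because the deposited tables carry none and name no build. No column of the tables lacked a sample.

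Groups were taken from the genotype, age and fraction in the labels. The labels' batch entry repeats the genotype and the fraction, so batch and group cannot be told apart. Replicate numbers come from the sample titles. In each of the 63 pairs of replicates the counts differed by more than counting noise (chi-square per degree of freedom from 6.85 to 143), so no replicate repeats another of its group. Libraries of different groups were not compared in this way. Spearman correlations within these pairs ran from 0.947 to 0.997. Total counts were 15.3 to 39.7 M in total RNA (median 24.6), 5.07 to 21.3 M in monosome libraries (median 13.3) and 3.13 to 31.3 M in polysome libraries (median 19.2). PCR duplicates cannot be told from independent molecules in these tables.

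Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's default expression filter, libraries were scaled with trimmed mean of M-values factors (TMM), and a quasi-likelihood model with a mean per genotype, age and fraction and robust dispersion estimates was fitted. Log2 changes use edgeR's prior count of 0.125. Total RNA libraries were fitted alone, with all genotypes of a table sharing the estimate of spread. Translational efficiency (TE) is the polysome level relative to the total RNA level of the same gene. A TE change is the interaction term of a joint model of polysome and total RNA libraries. The polysome to monosome ratio was tested in the same way. The Benjamini-Hochberg method adjusted p-values over the genes tested in a comparison, and the threshold was 0.05. The age comparisons join the 15 d and the young tables, in which age and table cannot be told apart.

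Ribosomal protein mRNAs were followed as the reference class of terminal oligopyrimidine (TOP) mRNAs. The list held the 88 cytosolic ribosomal protein genes of the annotation, and a wider list of 93 added the paralogs with -like names. Its value in a comparison is the median log2 change of the list minus the median of all other genes. It was tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, with camera at the correlation estimated from the data, and with fry, which rotates the residuals. The last 2 allow for genes that vary together between replicates, and adjustment ran over the 9 planned comparisons (5 for total RNA). The list was also set against 10000 random gene sets in which each ribosomal protein gene was replaced by 1 of its 30 nearest genes in transcript length and abundance. For the allele difference at 15 d and the 2 interactions a stricter match, added after the results were seen, used all genes within 0.5 log2 of both, for ribosomal protein genes with at least 3 such genes. For each replicate the median log2 ratio of the list relative to other genes was computed with a prior count of 0.5 and compared between groups by exact permutation, two-sided. Further lists were 10 translation factors, 19 eggshell and oogenesis genes, 3 yolk proteins and 14 antimicrobial peptides. Marker lists written after the first results were seen held 11 Y-linked, 10 accessory gland, 15 early zygotic, 5 larval fat body, 12 larval cuticle and 13 mitochondrial genes. They gave 130 set tests, adjusted together.

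The comparisons, the lists other than the markers, the alternatives and the rule for naming genes were fixed before the data were examined. The comparison of libraries with and without Thor[2] over both alleles was added afterwards, as were its alternatives, a run on protein-coding genes alone for the Lpp[TS] lines, and the recomputing of named genes under the alternatives. The rule names Lsp2, Rheb and Thor. For each RNA and TE comparison it adds up to 3 raised and 3 lowered genes with the largest log2 change among those with an adjusted p under 0.05, a mean count of at least 50 in the higher group and replicates that do not overlap between groups. For interactions and ratios the count of 50 is the mean over the fit and overlap is not considered. Overlap was not considered for the comparison over both alleles either. The 2 ribosomal protein genes with the largest TE change in each comparison complete it. Genes with a symbol came first. Where every library of a group held 3 counts or fewer, the fold is given as a lower bound against 3 counts.

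Alternatives were relative log expression factors, scaling to library totals alone, no low-count filter, a mean count of at least 50, the replicate number as a block, a fit on only the groups compared, DESeq2 1.42.0 (Wald test), and each replicate left out in turn. Fractions of a replicate come from the same powder. The correlation of their deviations from the group mean exceeded 0.1 in 17 of 24 cases for polysome with total RNA and in 17 of 24 for polysome with monosome. Between genotypes the numbers did not pair the total RNA libraries as a whole (9 of 27 correlations above 0.1, median −0.0092). In young flies, however, the correlations between A10 and B14 were 0.436, −0.210 and 0.407, so a pairing by number is not excluded there. The main RNA test leaves it out, and the replicate block allows for it. In the Lpp[TS] lines, with 2 replicates each, both replicates give the same correlation by construction, so these cases count a value 2 times.

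The tests were run on simulated counts drawn from the means and library sizes of the real genes. With 200 genes changed by 1.5 on the log2 scale, the RNA test recovered 98.0% of them among 10354 genes, with 14 false calls (6.67% of calls). The TE test recovered 90.5% among 11062 genes, with 6 false calls (3.21%). A list shifted by 0.5 came back as 0.498 in RNA and 0.564 in TE. Figures were drawn with matplotlib 3.10.9 from tables read by pandas 2.3.3 under Python 3.11.15.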

Results

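RNA abundance and ribosome association were measured in whole female flies of 9 genotype and age combinations. For each replicate, total RNA, a monosome fraction and a polysome fraction from a sucrose gradient were sequenced, giving 72 libraries. At 15 d of age, 3 lines share the element Lpp[TS], which by fly notation drives the construct named after the sign: Lpp[TS]>Lsp2, Lpp[TS]>Rheb and, as their reference, Lpp[TS]>w1118, with 2 replicates each. Also at 15 d, Lsp2[A10], Lsp2[B14] and the same alleles together with Thor[2] were sampled with 3 replicates each. Lsp2[A10] and Lsp2[B14] were sampled again at 2 to 3 d (young flies), with 3 replicates each. The labels do not say which Lsp2 allele serves as a control, and changes are given as A10 relative to B14.

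Libraries held 15.3 to 39.7 M counts (M, mega) in total RNA, 5.07 to 21.3 M in monosomes and 3.13 to 31.3 M in polysomes. The polysome library of Lsp2[A10] at 15 d, replicate 1, was the shallowest at 3.13 M. CPM values are the authors' raw counts divided by the library total, and log2 changes come from the edgeR fits with TMM factors, given ± their standard error. No molecular identifiers are recorded, so counting precision is an upper limit to the precision of each value.

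The lines carry changes in 3 genes. Lsp2 (FBgn0002565, larval serum protein 2) lies on 3L at 12129393 to 12131869, plus strand, in 1 exon. Rheb (FBgn0041191, a GTPase that activates the kinase complex mTORC1) lies on 3R at 5568921 to 5570491, plus strand, in 6 exons. Thor (FBgn0261560, the fly 4E-BP, a translation repressor that mTORC1 inactivates) lies on 2L at 3478434 to 3479612, plus strand, in 2 exons. Positions are those of BDGP6.54. In total RNA, Lsp2 stood at 4.86 ± 0.53 CPM (SD, n = 2) in Lpp[TS]>w1118, at 7147 ± 761 in Lpp[TS]>Lsp2 and at 2423 ± 219 in Lpp[TS]>Rheb. Rheb stood at 126 ± 0.35, 116 ± 21 and 923 ± 62 CPM in the same lines. Lsp2 was raised by 10.46 ± 0.22 log2 units in Lpp[TS]>Lsp2 (adjusted p 9.11e-05) and by 9.01 ± 0.21 in Lpp[TS]>Rheb (adjusted p 0.000161), and both replicates of each line lay above both of Lpp[TS]>w1118. Rheb was raised by 2.93 ± 0.17 in Lpp[TS]>Rheb (adjusted p 0.0087), again in 2 of 2 replicates.

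Among the allele lines Lsp2 RNA was low and uneven. At 15 d it stood at 1.26 ± 1.04 CPM in Lsp2[A10] (SD, n = 3), 19.7 ± 28.1 in Lsp2[B14], 1.06 ± 1.60 in Thor[2];Lsp2[A10] and 1.94 ± 1.64 in Thor[2];Lsp2[B14]. The Lsp2[B14] mean rests on replicate 3, at 52.1 CPM against 2.34 and 4.63. The difference between alleles at 15 d was −4.00 ± 1.40 (adjusted p 0.270) and fell to −1.49 without that replicate. With Thor[2] it was −0.97 ± 1.5 (adjusted p 0.800), and it was 0.03 without Thor[2];Lsp2[B14] replicate 1 and −3.81 without Thor[2];Lsp2[A10] replicate 1. In young flies Lsp2 stood at 2.50 ± 0.78 CPM in A10 and 7.50 ± 2.92 in B14. That difference of −1.58 ± 0.34, lower in 3 of 3 A10 replicates than in any B14 replicate, had an adjusted p of 0.171. Its adjusted p passed the threshold with the replicate block (−1.55), with DESeq2 (−1.59) and without B14 replicate 1 (−1.79), over a range from 0.000437 to 0.549 across the alternatives. Lsp2 TE in young flies differed by −1.72 ± 0.46 (adjusted p 0.0957). Rheb RNA differed between the alleles by 0.0044 at 15 d, −0.06 with Thor[2] and 0.08 in young flies, and was not called.

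**Figure D1:**
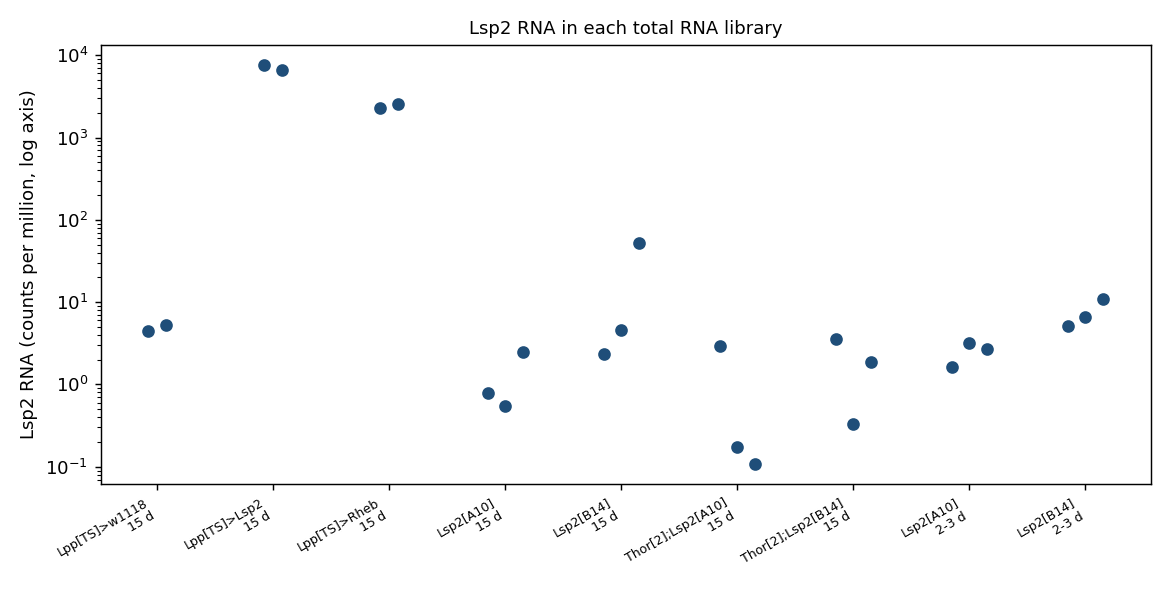
Lsp2 RNA in CPM (log axis) in each total RNA library, with a point per replicate and a column per genotype and age. Lpp[TS]>Lsp2 and Lpp[TS]>Rheb lie far above Lpp[TS]>w1118 (means 7147, 2423 and 4.86), and Lsp2[B14] replicate 3 at 15 d (52.1) lies above every other allele library.

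Thor RNA stood at 253 ± 35.4 CPM in Lsp2[A10] and 272 ± 20.9 in Lsp2[B14] at 15 d (SD, n = 3), and at 294 ± 60.9 and 291 ± 29.3 in the corresponding libraries labelled Thor[2]. It was therefore not lower in the libraries labelled Thor[2]. The comparison over both alleles, which was added after the first results, gave +0.33 ± 0.10 (adjusted p 0.0080), with overlapping values. Scaled to library totals, that change was 0.16 with an adjusted p of 0.176, the highest of a range that began at 0.00344. The tables do not show what the Thor[2] allele does to the transcript or the protein, and "Thor[2]" below refers to the label. In the Lpp[TS] lines Thor RNA changed by 0.26 ± 0.27 with Lsp2 (adjusted p 0.908) and by 0.42 ± 0.27 with Rheb (adjusted p 0.565).

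The comparison of Lpp[TS]>Lsp2 with Lpp[TS]>w1118 asks what raised Lsp2 does to mRNA levels and translation. Of 12030 genes tested for RNA, 2 were called, both higher (465 at an unadjusted p under 0.05). The 2 total RNA replicates of Lpp[TS]>Lsp2 differed most of all 63 replicate pairs by chi-square per degree of freedom (143, with a Spearman correlation of 0.952), against 10.2 (0.993) in Lpp[TS]>w1118 and 17.1 (0.995) in Lpp[TS]>Rheb, so a low count says little about how many genes changed. They were Lsp2 and Hsp70Bb (FBgn0013278), up 2.80 ± 0.16 (adjusted p 0.0157). Hsp70Bb is a member of a family of near-identical copies, so the counts may not all be its own. Its adjusted p ranged from 3.2e-67 (DESeq2) to 0.235 (only the groups compared) over the alternatives. DESeq2 moved the count most, to 74 genes, 28 higher and 46 lower. Without the low-count filter 6 were higher and 7 lower, and with a mean count of at least 50 these were 4 and 5. For TE, 0 of 12796 genes were called (285 at an unadjusted p under 0.05), and for the polysome to monosome ratio 0 of 12524 (91). The median TE change of all genes was 0.01, and −0.13 with scaling to library totals.

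Ribosomal protein mRNAs were lower by −0.39 relative to other genes in total RNA of Lpp[TS]>Lsp2, with 1 of 86 genes above the median of the others. Their TE was higher by 0.54 (85 of 87 genes above). None of these genes was called, over all genes or adjusted over the list alone. The TE value had an adjusted p of 0.279 at the estimated correlation and 0.244 under fry. Against genes of matched length and abundance it was 0.084 (permutation p over gene sets 0.0058), and 0.067 with the replicate block added (p 0.0554), the alternative that moved it most. Without Lpp[TS]>Lsp2 replicate 2 the RNA value was −0.18. Per replicate, the median log2 ratio of polysome to total RNA was −0.57 ± 0.02 (SD, n = 2) against −1.12 ± 0.08 in Lpp[TS]>w1118. The 2 groups did not overlap, with an exact permutation p of 0.333, the smallest this design allows. In polysome over monosome the value was 0.0017. RpL38 (FBgn0040007) (1.10 ± 0.36, adjusted p 0.862) and RpS19b (FBgn0039129) had the largest TE changes of the list.

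In Lpp[TS]>Rheb, where mTORC1 signalling is the target, 157 genes were higher and 27 lower in total RNA than in Lpp[TS]>w1118 (12030 tested). With a fit on only these 4 libraries the count was 2863 (1608 higher and 1255 lower), and with DESeq2 it was 749 (563 and 186). The largest rises beside Lsp2 were Lsp1alpha (FBgn0002562), at least 517-fold (adjusted p 0.0120), LysC (FBgn0004426), at least 239-fold (adjusted p 0.0087), and Cyp4e3 (FBgn0015035), 5.66 ± 0.56. LysC is annotated as a pseudogene with close relatives, so the origin of its reads is uncertain. The largest falls were Vm34Ca (FBgn0003983) at −6.76 ± 0.56, narya (FBgn0031018) at −6.60 ± 0.49 and Ser12 (FBgn0011832) at −6.14 ± 0.95 (adjusted p 0.0483). The replicates of the 2 lines did not overlap for any of the 6. The fitted change of Vm34Ca was −7.77 and that of narya −8.07 without Lpp[TS]>Rheb replicate 1. Ser12 gave −5.05 without replicate 1 and −10.74 without replicate 2, and its adjusted p ranged up to 0.0927 over the alternatives. For TE, 0 of 12796 genes were called (179 at an unadjusted p under 0.05), and for the polysome to monosome ratio 0 of 12524 (277).

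The ribosomal protein TE value of Lpp[TS]>Rheb was 0.30 (78 of 87 genes above, adjusted p 0.439 at the estimated correlation and 0.474 under fry). It rested on replicate 2: per replicate the ratio was −1.31 and −0.36, and the value was −0.14 without replicate 2 and 0.72 without replicate 1. The exact permutation p for the replicate ratios was 1. The RNA value was −0.07 (0.04 without Lpp[TS]>Rheb replicate 2), and −0.34 against matched genes (permutation p over gene sets 0.0002). Its polysome to monosome value was 0.22, with −0.11 without replicate 2 and 0.48 without replicate 1. RpL10Aa (FBgn0038281) and RpL37-2 (FBgn0034822) had the largest fitted TE changes of the list, at mean counts of 9.25 and 8.25, where the depth gives no usable estimate.

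The log2 changes of Lpp[TS]>Lsp2 and Lpp[TS]>Rheb share their reference libraries, so some correlation across genes arises from that alone. In 20 simulated sets without any change it was 0.52 ± 0.03 (SD) for RNA and 0.51 ± 0.02 for TE. The measured Pearson correlation across genes was −0.13 for RNA (12028 genes, Spearman −0.03) and 0.19 for TE (12794 genes, Spearman 0.01), both below the simulated range. Genes are not independent replicates, and no p is given. With a mean count of at least 50 the correlations were −0.0079 and −0.037. The simulation gave each gene the same spread in all lines. The real total RNA replicates differed far more in Lpp[TS]>Lsp2 (chi-square per degree of freedom 143) than in Lpp[TS]>w1118 (10.2) or Lpp[TS]>Rheb (17.1). Unequal spread alters the correlation that shared reference libraries give. The simulated range therefore cannot decide whether the 2 lines respond differently.

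The comparison of Lsp2[A10] with Lsp2[B14] at 15 d asks what the Lsp2 locus does without a driver. In total RNA, 17 genes were higher and 212 lower in A10 (10354 tested). The count of 229 fell to 125, 115 and 151 without A10 replicates 1, 2 and 3, and to 132 without B14 replicate 3. DESeq2 called 390. The largest rises were ImpL1 (FBgn0001256) at 2.30 ± 0.54 (adjusted p 0.0433), E(spl)m7-HLH (FBgn0002633) at 1.90 ± 0.46 (adjusted p 0.0478) and nxf2 (FBgn0036640) at 1.73 ± 0.14 (adjusted p 4.4e-05). The largest falls were SPH93 (FBgn0032638) at −2.95 ± 0.66 (adjusted p 0.0360), LysX (FBgn0004431) at −2.10 ± 0.39 (adjusted p 0.0125) and Cyp9c1 (FBgn0015040) at −2.04 ± 0.25 (adjusted p 0.0012). Each separated 3 of 3 replicates from 3 of 3. Reads of LysX may be shared with other lysozyme genes. ImpL1, E(spl)m7-HLH and SPH93 lost their call without A10 replicates 1, 2 or 3 or B14 replicate 3, and the first pair also without B14 replicate 1. LysX lost it without A10 replicate 1 or 2. Their adjusted p reached 0.146, 0.208, 0.166 and 0.0663 over the alternatives, while those of nxf2 and Cyp9c1 stayed at or below 0.0208. SPH93 was −1.76 without B14 replicate 3.

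For TE, 0 of 11062 genes were called between A10 and B14 at 15 d (756 at an unadjusted p under 0.05), with 34 called without A10 replicate 3 and 2 without B14 replicate 1. Polysome over monosome gave 0 of 11619 (839). Ribosomal protein TE was lower in A10 by −0.67 relative to other genes, with the middle 50% of the genes between −0.81 and −0.51 and 1 of 86 above the median of the others. The adjusted p was 0.0263 at the estimated correlation and 0.0130 under fry, over a range from 5.66e-86 to 0.978 across all alternatives, the highest belonging to the list of translation factors. Adjusted over the list alone, 67 genes were called, all lower, against 0 over all genes. RpS16 (FBgn0034743) (−1.14 ± 0.24, adjusted p 0.10) and RpL32 (FBgn0002626) (−1.13 ± 0.23, adjusted p 0.10) changed most. Against matched genes the value was −0.43 (permutation p over gene sets 0.0002, the smallest these can give). It was −0.82 without A10 replicate 3 and −0.56 without A10 replicate 1.

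Per replicate, the median log2 ratio of polysome to total RNA of these mRNAs was 0.30, 0.41 and 0.67 in A10 (mean 0.46 ± 0.19, SD, n = 3) and 1.0, 1.32 and 1.08 in B14 (mean 1.13 ± 0.17). The 3 values of each allele did not overlap, with a difference of −0.67 and a two-sided exact permutation p of 0.10, the smallest that 3 against 3 allow. In the polysome libraries alone the value was −0.59 (86 of 86 genes lower), in monosomes −0.18 and in total RNA 0.08. The RNA value was 0.01 without A10 replicate 1 and 0.03 without B14 replicate 2. Its polysome to monosome value was −0.39 (adjusted p 0.193 under fry), −0.59 without A10 replicate 3, and its replicate ratios gave −0.34 with an exact permutation p of 0.40.

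**Figure D2:**
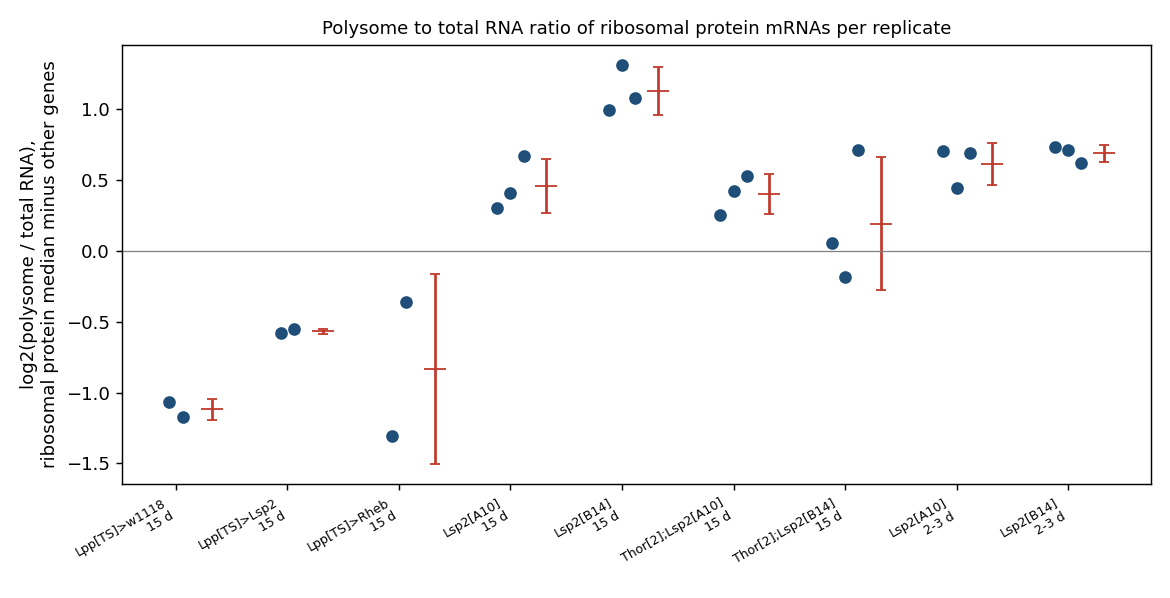
Median log2 ratio of polysome to total RNA of ribosomal protein mRNAs minus that of other genes, with a point per replicate and the mean ± SD in red, for each genotype and age. At 15 d the 3 Lsp2[A10] replicates (0.30 to 0.67) lie below the 3 Lsp2[B14] replicates (1.0 to 1.32), whereas the 2 alleles overlap with Thor[2] and in young flies.

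With Thor[2] at 15 d, the same comparison of alleles asks whether the effect of the Lsp2 alleles needs Thor. In total RNA 248 genes were higher and 183 lower in Thor[2];Lsp2[A10] than in Thor[2];Lsp2[B14] (10354 tested). The count of 431 became 846 without Thor[2];Lsp2[B14] replicate 3 and 235 without its replicate 2. It was 272, 268 and 241 without Thor[2];Lsp2[A10] replicates 1, 2 and 3. The largest rises were term (FBgn0003683) at 5.31 ± 1.08 (adjusted p 0.0134), bard (FBgn0038566) at 5.30 ± 0.98 (adjusted p 0.0084) and bnk (FBgn0004389) at 5.24 ± 1.13 (adjusted p 0.0187). The largest falls were TwdlN (FBgn0039441), at least 22.9-fold lower (adjusted p 0.0014), LysX at −4.91 ± 0.46 (adjusted p 3.5e-05) and TwdlL (FBgn0039437) at −4.35 ± 1.05 (adjusted p 0.0450). Each separated 3 of 3 replicates from 3 of 3. Without 1 library the call was lost by term (Thor[2];Lsp2[B14] replicate 1, 4.62), by bnk (every library except Thor[2];Lsp2[A10] replicate 1, from 4.83 to 5.83) and by TwdlL (every library except Thor[2];Lsp2[A10] replicate 2 and Thor[2];Lsp2[B14] replicate 1). Adjusted p reached 0.0572, 0.0702 and 0.213 for the 3 genes over the alternatives.

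For TE with Thor[2], 3 genes were higher and 7 lower in A10 (11062 tested). Relative log expression factors gave 5 and 12, and library totals 1 and 10. Without Thor[2];Lsp2[A10] replicate 1 the count was 16, and it was 3 without its replicate 2 or 3 or without Thor[2];Lsp2[B14] replicate 2 or 3. The genes were fok (FBgn0263773) (1.13 ± 0.15, adjusted p 0.0003), Caf1-105 (FBgn0033526) (0.89 ± 0.18) and ncd (FBgn0002924) (0.87 ± 0.17), which rose, and Ugt36D1 (FBgn0032713) (−1.17 ± 0.22), Bsg (FBgn0261822) (−1.14 ± 0.20) and Pde11 (FBgn0085370) (−0.93 ± 0.19), which fell furthest. All separated 3 of 3 replicates from 3 of 3. Only fok kept its call in all fits that left out 1 library. The adjusted p of Caf1-105, ncd, Ugt36D1, Bsg and Pde11 reached 0.383, 0.341, 0.195, 0.195 and 0.383 over the alternatives. Polysome over monosome gave 7 higher and 22 lower (11619 tested), 3 and 24 with relative log expression factors, and 0 and 11 with library totals. These scalings moved the median of all genes from −0.0026 to −0.11 and −0.14.

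Ribosomal protein TE differed between the alleles with Thor[2] by 0.16 (76 of 86 genes above, adjusted p 0.585 at the estimated correlation and 0.474 under fry). Against matched genes it was 0.33 (permutation p over gene sets 0.0002). It was −0.0028 without Thor[2];Lsp2[B14] replicate 2 and 0.38 without its replicate 3. Per replicate the ratio was 0.40 ± 0.14 in A10 (SD, n = 3) and 0.19 ± 0.47 in B14, with values of 0.05, −0.19 and 0.72 in B14 and an exact permutation p of 0.50. The RNA value was −0.10, from −0.24 without Thor[2];Lsp2[B14] replicate 3 to −0.02 without its replicate 1. Its polysome to monosome value was 0.14, from 0.08 without Thor[2];Lsp2[A10] replicate 2 to 0.40 without its replicate 3. Within the list RpS19b (−0.82 ± 0.63) and RpS5b (FBgn0038277) (0.67 ± 0.25, adjusted p 0.383) changed most.

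The difference between the allele effects with and without Thor[2] was tested as an interaction. For RNA it was called in 424 of 10354 genes, 316 with a higher and 108 with a lower A10 effect under Thor[2]. Library totals gave 222 and 129. Without Thor[2];Lsp2[B14] replicate 3 the count was 717 and without its replicate 2 it was 197. Without Lsp2[A10] replicate 2, Lsp2[B14] replicates 2 and 3 and Thor[2];Lsp2[A10] replicates 1 and 3 it was 236, 261, 225, 273 and 218. The largest positive terms were Cyp4d21 (FBgn0031925) (5.18 ± 0.48), Cyp9c1 (3.68 ± 0.32) and phtm (FBgn0004959) (2.25 ± 0.44), and the largest negative terms GILT3 (FBgn0039098) (−5.02 ± 0.87), narya (−4.63 ± 0.59) and Cyp12d1-p (FBgn0050489) (−3.48 ± 0.40). Their adjusted p ran from 4.96e-05 to 0.0129 and stayed under the threshold in all alternatives, at most 0.0443 for phtm.

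For TE, 0 of 11062 interaction terms were called (1001 at an unadjusted p under 0.05), but 34 without Thor[2];Lsp2[B14] replicate 3, 11 without Lsp2[A10] replicate 3 and 1 without Lsp2[B14] replicate 2 or Thor[2];Lsp2[B14] replicate 1. With library totals 4 were called, all lower, and the median moved from −0.0091 to −0.12. Polysome over monosome gave 0 of 11619 (1378), with a median that moved from 0.03 to −0.07 with relative log expression factors and to −0.21 with library totals. For ribosomal protein TE the interaction was 0.84, with 85 of 86 genes above the others' median. The adjusted p was 0.0131 under fry and 0.0586 at the estimated correlation, and 62 genes were called adjusted over the list alone, all higher, against 0 over all genes. The matched value was 0.80 (permutation p over gene sets 0.0002). An exact permutation of the alleles within each Thor[2] label gave 0.88 with p 0.035 for TE and 0.58 with p 0.095 for the polysome to monosome ratio. The set value of the latter was 0.50 (adjusted p 0.193 under fry). RpS16 (1.37 ± 0.34, adjusted p 0.180) and RpL32 (1.32 ± 0.32, adjusted p 0.180) had the largest TE terms.

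In young flies, 12 genes were higher and 21 lower in A10 than in B14 total RNA (9952 tested). The count of 33 became 58 and 50 without B14 replicates 1 and 3, and 10, 4, 7 and 11 without A10 replicates 1, 2 and 3 and B14 replicate 2. The replicate block gave 139. The largest rises were tobi (FBgn0261575) (2.14 ± 0.22), Npc2e (FBgn0051410) (1.78 ± 0.11) and Mal-A1 (FBgn0002570) (1.30 ± 0.14), and the largest falls Alp8 (FBgn0034712) (−2.45 ± 0.31), Jon25Bii (FBgn0031654) (−2.25 ± 0.33) and Jon99Fi (FBgn0039778) (−1.99 ± 0.21), with adjusted p from 0.0005 to 0.0311 and 3 of 3 replicates apart from 3 of 3. The Jon genes are close paralogs whose reads may be shared. Only Npc2e kept its call without any single library. The other 5 genes lost it without A10 replicate 2, and Jon25Bii in 5 of the 6 fits that left out 1 library. Their adjusted p reached 0.0733 for tobi, 0.0908 for Mal-A1, 0.167 for Alp8, 0.246 for Jon25Bii and 0.0890 for Jon99Fi.

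For TE in young flies 6 genes were higher and 1 lower in A10 (10185 tested). The replicate block called 1589 genes (836 higher and 753 lower) and DESeq2 522 (319 and 203). Without B14 replicate 1 the count was 1276, against 0 without A10 replicate 1 or 2 or B14 replicate 2. It was 15 without A10 replicate 3 and 1 without B14 replicate 3. The genes the rule names were bam (FBgn0000158) (2.09 ± 0.31), smid (FBgn0016983) (1.78 ± 0.28) and kst (FBgn0004167) (1.44 ± 0.20), which rose, and CG15083 (FBgn0034399) (−1.15 ± 0.19), with adjusted p from 0.0205 to 0.0469 and 3 of 3 replicates apart from 3 of 3. All 4 lost their call without A10 replicate 1 or 2 or B14 replicate 2 or 3, and their adjusted p reached 0.249, 0.374, 0.321 and 0.385. The median of all genes was 0.04 and moved to 0.16 with library totals. Polysome over monosome gave 0 of 9906 genes (262 at an unadjusted p under 0.05). Ribosomal protein TE differed by −0.14 (26 of 85 genes above, adjusted p 0.780 at the estimated correlation and 0.731 under fry), which turned to 0.20 against matched genes and was −0.09 without A10 replicate 2. Per replicate the ratios were 0.62 ± 0.15 and 0.69 ± 0.06 (SD, n = 3), with a difference of −0.07 and an exact permutation p of 0.50. The RNA value was 0.05 and the polysome to monosome value −0.02. The first was −0.05 without B14 replicate 1 and 0.17 without B14 replicate 3. The second ran from −0.11 without B14 replicate 2 to 0.09 without B14 replicate 3. RpS10a (FBgn0027494) (−2.85 ± 0.94, mean count 10.9) and RpL22 (FBgn0015288) (1.01 ± 0.28, adjusted p 0.0978) changed most in TE.

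The change of the allele effect with age was tested as an interaction across the 15 d and young tables. For RNA it was called in 28 of 10224 genes, 7 higher and 21 lower. The count fell to between 8 and 17 in 9 of the 12 fits that left out 1 library, with 8 without young B14 replicate 2. The largest positive terms were Jon99Fi (1.68 ± 0.26), LManIII (FBgn0032066) (1.68 ± 0.29) and phr6-4 (FBgn0016054) (1.18 ± 0.19), and the largest negative ones Npc2e (−2.54 ± 0.23), tobi (−2.44 ± 0.32) and Gba1a (FBgn0051148) (−2.17 ± 0.34), with adjusted p from 0.0006 to 0.0395. Npc2e and tobi kept their calls in all alternatives, with an adjusted p of at most 0.0369. Jon99Fi, LManIII, phr6-4 and Gba1a lost theirs without 1 library, such as young B14 replicate 2, and reached 0.0734, 0.122, 0.0857 and 0.0857. For TE 0 of 10514 terms were called (787 at an unadjusted p under 0.05), with 1 without B14 15 d replicate 1, and for the polysome to monosome ratio 0 of 10324 (663). The ribosomal protein TE term was −0.56 (4 of 86 genes above, adjusted p 0.226 at the estimated correlation and 0.0907 under fry). Adjusted over the list alone, 16 genes were called, all lower. Against matched genes it was −0.64, and an exact permutation of the alleles within each age gave −0.60 with p 0.08. For the polysome to monosome ratio the set value was −0.37 (adjusted p 0.255 under fry), and the exact permutation gave −0.34 with p 0.26. RpS10a (2.91 ± 1.54, mean count 8.96) and RpL22 (−1.51 ± 0.38, adjusted p 0.440) had the largest TE terms.

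Between ages, 2127 genes were higher and 2433 lower at 15 d in A10, and 1874 and 2025 in B14 (10224 tested). With library totals these were 3430 and 1617 in A10 and 2854 and 1455 in B14, and the median change of all genes moved from −0.0060 to 0.15 and from 9.5e-05 to 0.11. In A10 the largest rises were Jon66Ci (FBgn0035886) (7.17 ± 0.28), Jon66Cii (FBgn0035887) (at least 17.3-fold) and Osi6 (FBgn0027527) (at least 17.2-fold), and the largest falls Acp1 (FBgn0014454) (at least 455-fold), Cpr92F (FBgn0038819) (−8.96 ± 0.32) and Acp65Aa (FBgn0020765) (−8.07 ± 0.21). In B14 they were Jon66Ci (5.14 ± 0.21), Jon66Cii (4.90 ± 0.35) and FDY (FBgn0265047) (4.82 ± 0.70), and Cpr92F (−9.96 ± 0.31), Acp1 (−9.57 ± 0.33) and Acp65Aa (−9.05 ± 0.21). All separated 3 of 3 replicates from 3 of 3, with adjusted p of at most 0.0009, and kept their calls in all alternatives. FDY is a Y-linked copy of vig2, whose reads it may share. Thor RNA was lower at 15 d by −1.35 ± 0.12 in A10 and −1.43 ± 0.12 in B14 (adjusted p 1.88e-06 and 1.07e-06, lower in 3 of 3 replicates of each allele). Rheb RNA was lower by −0.36 ± 0.09 and −0.27 ± 0.09 (adjusted p 0.0057 and 0.0283), and its TE higher by 1.12 ± 0.22 and 1.38 ± 0.22 (adjusted p 0.0012 and 0.0001). Ribosomal protein RNA was lower by −0.51 and −0.56.

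For TE, 1946 genes were higher and 1172 lower at 15 d in A10, and 1952 and 1207 in B14 (10514 tested). Library totals gave 1456 and 1523 in A10 and 1283 and 1550 in B14, with medians that moved from 0.09 to −0.06 and from 0.15 to −0.01. The count of 3118 in A10 was 1902 and 2014 without A10 15 d replicates 2 and 3, and the count of 3159 in B14 was 1948 without B14 15 d replicate 2. In A10 the largest changes were those of mt:ND4 (FBgn0262952) (5.82 ± 0.87), mt:ND5 (FBgn0013684) (5.76 ± 0.97) and Sidpn (FBgn0032741) (5.31 ± 1.64), which rose, and elav (FBgn0260400) (−2.11 ± 0.29) and Rbp9 (FBgn0010263) (−2.03 ± 0.21). In B14 they were mt:ND4 (5.87 ± 0.88), mt:ND5 (5.36 ± 0.96) and raptor (FBgn0029840) (5.04 ± 1.05), which rose, and Fbp2 (FBgn0000640) (−4.90 ± 1.40) and Lsp1beta (FBgn0002563) (−4.11 ± 0.73). Sidpn rested on A10 15 d replicate 1, without which it was 1.44, and its adjusted p ran from 0.000451 to 0.113. Fbp2 was −3.30 without B14 15 d replicate 3, and its adjusted p ran from 0.0016 to 0.118. pre-lola-G (FBgn0264817) was also called as lower in both alleles, but its 15 d polysome libraries held 3 counts or fewer, so no fold is given. Thor TE was higher by 0.97 ± 0.20 and 0.84 ± 0.20 (adjusted p 0.0014 and 0.0030).

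The polysome to monosome ratio gave 337 genes higher and 166 lower in A10, and 1512 and 1837 in B14 (10324 tested). Library totals gave 257 and 1176, and 777 and 3188, while the medians moved from −0.05 to −0.31 and from −0.06 to −0.38. Relative log expression factors gave 439 and 142 in A10. Ribosomal protein TE changed with age by −0.11 in A10 (32 of 86 genes above, adjusted p 0.913 at the estimated correlation and 0.857 under fry) and by 0.42 in B14 (78 of 86, adjusted p 0.439 and 0.0131). In B14 38 genes were called over all genes and 44 adjusted over the list alone, all 44 higher. Against matched genes the values were −0.92 and −0.22, so that the B14 value changed sign. The A10 value was 0.03 without A10 15 d replicate 1, and −0.26 without its replicate 3. The polysome to monosome values were 0.53 in A10 (adjusted p 0.0444 under fry) and 0.85 in B14 (adjusted p 0.000867), and −0.25 and −0.03 against matched genes. The A10 value was 0.30 without A10 15 d replicate 3. RpL22 (2.62 ± 0.27, adjusted p 2.2e-06) and RpL37A (FBgn0261608) (1.93 ± 0.29, adjusted p 6.3e-05) changed most in B14, and RpS10a (3.27 ± 1.09, mean count 8.96) and RpS19b (1.48 ± 0.80) in A10.

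**Figure D3:**
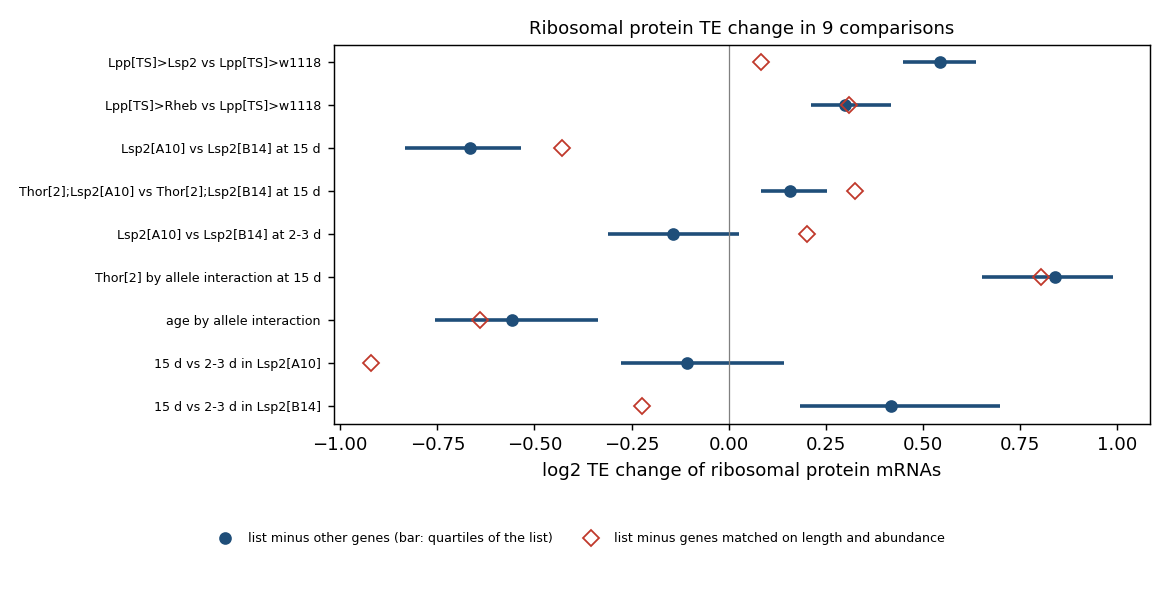
Median log2 TE change of ribosomal protein mRNAs minus that of all other genes (filled points, with bars over the quartiles of the list) and minus that of genes matched on length and abundance (open diamonds), for the 9 planned comparisons. The value for Lsp2[A10] against Lsp2[B14] at 15 d lies below 0 on both scales (−0.67 and −0.43), and that for B14 with age lies on opposite sides of 0 (0.42 and −0.22).

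Of the ribosomal protein set values that were adjusted (RNA in 5 comparisons, TE and the polysome to monosome ratio in 9), only the TE value of A10 against B14 at 15 d was called both at the estimated correlation and under fry. The TE interaction with Thor[2], TE with age in B14 and the polysome to monosome ratio with age in both alleles were called under fry alone. Calls of camera at the preset correlation for the other adjusted values did not hold under either. RNA with age, with Thor[2] over both alleles and in the interactions was not in the adjusted family. With age its unadjusted p was 0.0025 in A10 and 0.0021 in B14 under fry, and 0.308 and 0.248 at the estimated correlation, and 64 and 73 of the 84 genes were called over all genes.

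Libraries labelled Thor[2] were compared with the other 15 d allele libraries over both alleles, 6 against 6. In RNA 4099 genes were higher and 3851 lower with Thor[2] (10354 tested). Library totals gave 3363 and 4597, and the median of all genes moved from 0.04 to −0.14. Cpr65Ea (FBgn0035735) was at least 41.6-fold, TwdlF (FBgn0037224) at least 40.2-fold and TwdlM (FBgn0039434) at least 36.8-fold higher on average. The total RNA libraries labelled Thor[2] were uneven, from 0.0469 to 14.6 CPM of Cpr65Ea and from 0.0938 to 12.1 of TwdlF. Of TwdlM, 1 library labelled Thor[2] held no count. Hsp70Aa (FBgn0013275) (−7.55 ± 0.55), Hsp70Ab (FBgn0013276) (−4.27 ± 0.37) and FDY (−4.20 ± 0.39) were the most lowered, in 6 of 6 libraries, with adjusted p of at most 4.2e-07. The Hsp70 genes are near-identical copies and their single values are uncertain. For TE 2865 genes were higher and 3352 lower (11062 tested). Apl (FBgn0042178) (3.39 ± 0.24) and Skp2 (FBgn0037236) (3.38 ± 0.35) rose most, and Sidpn (−5.26 ± 1.15), brv1 (FBgn0036874) (−3.73 ± 1.05) and LSm7 (FBgn0261068) (−2.71 ± 0.20) fell most, with overlapping polysome values for Sidpn and brv1. pre-lola-G had at least 39.9-fold more polysome RNA with Thor[2], while its total RNA stood at 6.78 to 9.94 CPM with Thor[2] and 0.544 to 1.19 without. In the young libraries, which lack Thor[2], pre-lola-G stood at 35.6 to 47.8 CPM in polysomes and 5.62 to 9.61 in total RNA, against 28.9 to 42.8 in polysomes with Thor[2]. Total RNA of young libraries held 0.0504 to 3.62 CPM of Hsp70Aa, 0.562 to 1.81 of Hsp70Ab and 0.0351 to 1.18 of FDY, so for these genes the 15 d libraries without Thor[2] stood apart from both other sets. Polysome over monosome gave 111 genes higher and 23 lower (11619 tested), 36 and 57 with library totals and 61 and 27 with relative log expression factors, and its median moved from −0.0087 to −0.17 with library totals.

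Thor TE was lower by −1.09 ± 0.16 with Thor[2] (adjusted p 2.1e-06), and Thor polysome levels were lower in 6 of 6 libraries. Rheb RNA was higher by 0.33 ± 0.07 (adjusted p 0.0004) and its TE lower by −1.58 ± 0.15 (adjusted p 6.7e-09). Ribosomal protein RNA was higher by 1.08 in 84 of 84 genes, and by 0.40 against matched genes. Their TE was lower by −0.42 (8 of 86 genes above, 49 called), but higher by 0.34 against matched genes. The polysome to monosome value was 0.11, from 0.06 without Thor[2];Lsp2[A10] replicate 1 to 0.25 without its replicate 3. It lost its call at the preset correlation without Lsp2[A10] replicate 1 or 2, Thor[2];Lsp2[A10] replicate 2 (0.08) or Thor[2];Lsp2[B14] replicate 3 (0.10). RpS5b (−1.62 ± 0.18) and RpL38 (−1.32 ± 0.23) had the largest TE changes of the list, with adjusted p of at most 4.0e-05.

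Of the other lists fixed in advance, the eggshell genes were lower in RNA of Lpp[TS]>Lsp2 by −1.63 (5 of 18 genes above the others, adjusted p 0.0144 at the estimated correlation and 0.0015 under fry). In Lpp[TS]>Rheb they were lower by −2.66 (2 above, adjusted p 0.0184 and 0.0003). They changed by −0.03 between alleles at 15 d, 0.36 with Thor[2] (19 of 19 above, adjusted p 0.147 and 0.0417) and −0.19 in young flies. Yolk protein genes changed by −0.52, 0.37, −0.07, 0.46 and 0.04 and antimicrobial peptide genes by 0.35, 1.59, −0.96, −0.80 and −0.27 in the same 5 comparisons. Yolk protein genes with Thor[2] were called under fry (adjusted p 0.0392). Translation factor RNA changed by −0.21, −0.0049, −0.04, −0.05 and 0.06. With age it was lower by −0.38 in A10 and −0.40 in B14, with 7 of 10 genes called in each (adjusted p 0.00019 and 0.000692 under fry, 0.702 and 0.702 at the estimated correlation). Their TE changed by 0.21, 0.13, 0.03, −0.02 and 0.02, by 0.01 and −0.05 in the interactions with Thor[2] and age, and by −0.31 and −0.18 with age in A10 and B14, the last called under fry (adjusted p 0.0196).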

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

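Matched genes and the fits that each left out 1 replicate were fixed beforehand as alternatives. Their use as tests of the results below, the window of genes and the batch comparison were chosen after these results were seen. The nearest-library test and the splits were chosen before. All concern effects that differ between groups of samples, each tested as an interaction.

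The difference in ribosomal protein TE between Lsp2[A10] and Lsp2[B14] was −0.67 at 15 d without Thor[2] and 0.16 with it, and the interaction was 0.84. Over per-library values it was 0.88 with an exact permutation p of 0.035, its adjusted p was 0.0131 under fry, and at the estimated correlation it was 0.0586. For the polysome to monosome ratio the interaction was 0.50, with an exact permutation p of 0.095 and an adjusted p of 0.193 under fry, so this part did not pass a test that allows for correlated genes. The tables argue against several technical sources. Transcript length and abundance would leave nothing against matched genes, and the value there was 0.80 (0.21 for the polysome to monosome ratio). The matched genes were less abundant than the list, so genes within 0.5 log2 of abundance and of length were used as well, which gave 0.83 over 81 genes and 0.20 over 83 genes (permutation p over gene sets at most 0.0004). With 1 replicate left out, the interaction value closest to 0 was 0.65, without Thor[2];Lsp2[B14] replicate 2. A single deviating replicate therefore does not account for it. Without Thor[2];Lsp2[B14] replicate 3 the interaction was 1.08. A swap of single Thor[2] labels would place libraries next to the other label. However, 12 of 12 total RNA libraries had their nearest neighbour within their own label and 11 within their own genotype. The exception was Lsp2[B14] replicate 1, nearest to Lsp2[A10] replicate 3. Polysome libraries were not compared in this way, so a swap among them was not tested. Mean per-replicate ratios at 15 d were 0.46 in Lsp2[A10] and 1.13 in Lsp2[B14], and 0.40 and 0.19 in the same alleles with Thor[2]. In young flies they were 0.62 and 0.69. Lsp2[B14] at 15 d was the highest of these groups, and Lsp2[A10] at 15 d lay among the others. The interactions with Thor[2] and with age both contain the difference between these alleles at 15 d, so they are not separate findings. What also stays open is a batch of a single group. The labels name no batch other than the group itself, so such a batch cannot be told apart from an effect of Thor[2]. The median Spearman correlation was 0.924 between libraries with and without the label and 0.990 within a group. That does not decide the question, since a shift common to both alleles with Thor[2] would cancel in the interaction. An effect of Thor[2] on how the Lsp2 alleles act on ribosomal protein mRNAs is therefore a hypothesis that may hold, alongside a batch of a single group.

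The RNA difference between alleles changed with Thor[2] in 424 genes. Among 100 of the 200 ways to split the alleles within each label, 2 gave as many genes, the real one included, and another split gave 644. For TE, 0 genes were called (1001 at an unadjusted p under 0.05), a count that any split reaches, so the splits decide nothing. Another split gave up to 4. The count of 424 was 717 without Thor[2];Lsp2[B14] replicate 3 and 197 without its replicate 2. A batch of a single group stays open here as well, and which genes it could affect was not tested.

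The difference in ribosomal protein TE between the alleles was −0.67 at 15 d and −0.14 in young flies, and the interaction with age was −0.56. It was not past the threshold under fry (adjusted p 0.0907) or in the exact permutation (p 0.08). For the polysome to monosome ratio it was −0.37 (exact permutation p 0.26, adjusted p 0.255 under fry). Both passed with camera at the preset correlation, but not at the estimated one (adjusted p 0.226 and 0.348). Transcript length and abundance did not account for the TE value, with −0.64 against matched genes and −0.69 within the window (permutation p over gene sets 0.0002 for each). For the polysome to monosome ratio the values were −0.19 and −0.13, with a permutation p over gene sets of 0.0016 and 0.173, so for that ratio abundance stays open. A single replicate did not account for it either, since the value closest to 0 was −0.46, without Lsp2[A10] 15 d replicate 1. The 15 d and young libraries were deposited in separate tables, so age and any batch between the tables cannot be told apart. Age itself stays among the open explanations, untested.

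The RNA difference between alleles changed with age in 28 genes. Of 100 drawn from the 200 splits of the alleles within each age, 4 gave as many, the real one included, and another gave 202. For TE, 0 genes were called (787 at an unadjusted p under 0.05), a count that any split reaches, so the splits decide nothing. Another split gave up to 298. The count of 28 fell to 8 without young Lsp2[B14] replicate 2. No biological explanation beyond the allele and age in the labels was tested.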

How the results depend on the processing

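The alternatives were chosen before the data were examined, except those of the comparison over both alleles of libraries with and without Thor[2], the runs on protein-coding genes only, and the alternatives of named genes, which were added after seeing the data. Where a value changed and no reason is given, the cause was not tested. Young flies are those of 2-3 d. Short names of the comparisons are Lsp2 and Rheb for the Lpp[TS] lines against Lpp[TS]>w1118, A10 against B14 for the alleles at 15 d, with Thor[2] or in young flies, and the interactions with Thor[2] and with age.

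Counts of genes moved by more than 1.5 times as follows. For DESeq2 the RNA counts were 74 (Lsp2), 749 (Rheb), 390 (alleles at 15 d), 661 (with Thor[2]), 115 (young), 740 (interaction with Thor[2]) and 107 (interaction with age). For TE it gave 1, 2, 66, 69, 522, 69 and 11 in the same order. It raised every count of these comparisons, and a count does not show which genes were shared. Without the low-count filter RNA counts were 13 (Lsp2), 322 (Rheb) and 58 (young), and TE counts 1 (Lsp2) and 54 (young). With a mean count of at least 50 they were 9 for Lsp2 RNA and 22 for TE with Thor[2]. The replicate block gave 1 (Lsp2), 102 (Rheb), 139 (young) and 14 (interaction with age) for RNA, and 3 (Lsp2), 16 (with Thor[2]), 1589 (young) and 2 (interaction with age) for TE. Fits on only the groups compared gave 1 (Lsp2) and 2863 (Rheb) for RNA and 4 for TE with Thor[2]. Relative log expression factors gave 17 for TE with Thor[2]. Library totals gave 15 for TE in young flies and 4 for the TE interaction with Thor[2]. RNA and TE counts for age within an allele and for Thor[2] over both alleles stayed within 1.5 times in all these settings. Polysome to monosome counts left that range in several comparisons. With age in A10 the 503 genes became 1433 with library totals and 2325 with the replicate block, and for Thor[2] over both alleles the 134 became 88 with relative log expression factors and 244 with the block. Between the alleles with Thor[2] the 29 became 11 with library totals or only the groups compared, 9 with a mean count of at least 50 and 443 with the block. With age in B14 the 3349 ran from 2872 to 4511, within 1.5 times.

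With 1 replicate left out, RNA counts ran from 115 to 200 for the alleles at 15 d, from 235 to 846 with Thor[2], from 4 to 58 in young flies, from 197 to 717 for the interaction with Thor[2] and from 8 to 34 for that with age. TE counts ran from 0 to 34, from 3 to 16, from 0 to 1276, from 0 to 34 and from 0 to 1 in the same order, from 1902 to 3294 with age in A10 and from 1948 to 2939 with age in B14. These fits have fewer libraries and so less power, and how far that sets the low ends was not tested. The high ends rested on Thor[2];Lsp2[B14] replicate 3 (846 and 717 for RNA, 34 for the TE interaction) and young B14 replicate 1 (58 for RNA and 1276 for TE).

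The ribosomal protein values used camera at the preset correlation as their main test. With the correlation estimated from the data 21 of the 25 values were weaker, and under fry 16 of 25. Both tests by their construction allow for genes that vary together. For RNA these were all 5 values under both tests: −0.39 (Lsp2), −0.075 (Rheb), 0.084 (15 d), −0.10 (with Thor[2]) and 0.051 (young). For TE both tests lost 0.54 (Lsp2), 0.30 (Rheb), 0.16 (with Thor[2]), −0.14 (young) and −0.56 (interaction with age). The estimated correlation alone lost 0.84 (interaction with Thor[2]), 0.42 (age in B14) and −0.42 (Thor[2] over both alleles). For the polysome to monosome ratio both lost 0.22 (Rheb), −0.39 (15 d), 0.14 (with Thor[2]), 0.50 and −0.37 (interactions with Thor[2] and age) and 0.11 (Thor[2] over both alleles). The estimated correlation alone lost 0.53 and 0.85 (age in A10 and B14). The TE value for the alleles at 15 d, −0.67, kept its call under both.

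Against genes matched on length and abundance, RNA values weakened to −0.051 (Lsp2) and −0.046 (with Thor[2]), while −0.34 (Rheb), 0.12 (15 d) and 0.15 (young) lay further from 0 than before and stayed called. TE values reversed to 0.20 (young), −0.22 (age in B14) and 0.34 (Thor[2] over both alleles), and that for age in A10 became −0.92 and passed the threshold. For the polysome to monosome ratio the values reversed to −0.023 (Lsp2), 0.033 (young), −0.25 (age in A10) and −0.031 (age in B14) and weakened to 0.032 (Rheb) and −0.11 (15 d). With the replicate block added, TE values were 0.067 (Lsp2, weaker), 0.19 (young), −0.94 (age in A10), −0.24 (age in B14) and 0.33 (Thor[2] over both alleles). Polysome to monosome values were then −0.038 (Lsp2), −0.0023 (Rheb), −0.14 (15 d), 0.030 (young), −0.27 (age in A10) and −0.030 (age in B14). By their construction these alternatives reduce what length and abundance share with the comparison. They do not remove all of it, since the matched genes stayed less abundant, at a median log2 CPM of 10.2 against 10.9 for the list in TE at 15 d and 9.72 against 10.9 in RNA of the Lpp[TS] lines.

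The list of translation factors is a different set of 10 genes and tests whether a change was shared. Its RNA values were −0.21 (Lsp2), −0.0049 (Rheb), −0.039 (15 d, reversed), −0.052 (with Thor[2]) and 0.063 (young). Its TE values reversed to 0.035 (15 d), −0.023 (with Thor[2]), 0.016 (young), −0.18 (age in B14) and 0.041 (Thor[2] over both alleles) and weakened to 0.014 and −0.054 (interactions with Thor[2] and age). Its polysome to monosome values were 0.10 (Rheb), 0.024 (15 d, reversed), 0.20 (with Thor[2]), 0.17 and 0.16 (interactions with Thor[2] and, reversed, age), 0.12 (age in A10) and −0.052 (age in B14, reversed). With a mean count of at least 50 the polysome to monosome values were −0.0073 (Lsp2) and −0.0054 (with Thor[2]), both reversed, and 0.044 (Thor[2] over both alleles, weaker). The value for Lsp2, 0.0017, also changed sign with relative log expression factors (−0.0011), the wider list (−0.0025) and protein-coding genes only (−0.0013), all close to 0. Library totals weakened TE in young flies (−0.14). The correlations between the Lsp2 and Rheb changes became −0.0079 for RNA and −0.037 for TE with a mean count of at least 50.

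With 1 replicate left out, ribosomal protein RNA values ran from −0.46 to −0.18 (Lsp2), from 0.011 to 0.14 (15 d), from −0.24 to −0.024 (with Thor[2]) and from −0.050 to 0.17 (young). TE values ran from 0.52 to 0.63 (Lsp2), from −0.0028 to 0.38 (with Thor[2]), from −0.21 to −0.092 (young) and from −0.26 to 0.026 (age in A10). Polysome to monosome values ran from 0.077 to 0.40 (with Thor[2]), from −0.11 to 0.086 (young) and from 0.058 to 0.25 (Thor[2] over both alleles). In the Lpp[TS] lines a fit that leaves out 1 replicate has 1 library in a group, and no p is given for it. There the ribosomal protein values of Rheb changed sign without Rheb replicate 2: RNA ran from −0.18 to 0.035, TE from −0.14 to 0.72 and the polysome to monosome ratio from −0.11 to 0.48. For Lsp2 that ratio ran from −0.062 to 0.083. The direction of the Rheb values thus rests on 1 of 2 replicates and is not settled. The TE values of the alleles at 15 d (from −0.82 to −0.56) and of the interactions with Thor[2] (from 0.65 to 1.08) and age (from −0.72 to −0.46) kept their direction in these fits.

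For the 91 single-gene changes under the alternatives, the direction held in all but 1. Lsp2 RNA between the alleles with Thor[2] ran from −3.81 to 0.026 with 1 replicate left out, the positive value arising without Thor[2];Lsp2[B14] replicate 1. Leaving out 1 replicate weakened 112 of these changes below the threshold, in part because fewer samples were fitted, strengthened 1 and moved 7, and left 561 as they were. The replicate block and the fit on only the groups compared each weakened 10. Library totals weakened 5, the fit without a low-count filter 3, relative log expression factors 2, and DESeq2 and the mean count of at least 50 weakened 1 each.

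Depth limits the comparisons of ribosomal protein genes with few counts, such as RpL10Aa at a mean count of 9.25, and of Lsp2 in the allele lines. The shallowest library, at 3134420 counts, is a polysome library of Lsp2[A10] at 15 d.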

Other observations

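Of the tests below, those on the shallow library, matched genes, genes within a window, translation factors, the exchange of all Thor[2] labels, Thor TE, larval fat body genes in Lpp[TS]>Rheb, library totals, the batch and both tests on the state of the 15 d libraries were chosen after the result was seen. The fit without the shallow library, matched genes and translation factors were fixed beforehand as alternatives, and only their use as tests came later. The tests that use marker lists also came after the first results, when those lists were written. The remaining tests were chosen before.

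Ribosomal protein TE was lower in Lsp2[A10] than in Lsp2[B14] at 15 d by −0.67. The tables argue against several technical or indirect sources. Without Lsp2[A10] replicate 1, which holds the shallow polysome library, the value was −0.56. Against genes of matched length and abundance it was −0.43, and against genes within 0.5 log2 of both, which closes the gap in abundance left by the matching to 0.053 log2, also −0.43. The polysome to monosome value within that window was only 0.02 (permutation p over gene sets 0.781), so for that ratio abundance stays open. In the polysome libraries alone it was −0.59, so a rise in total RNA does not explain it. The translation-factor mRNAs did not share the change. That list moved by 0.035, and 9 of 10 lay above the upper quartile of the ribosomal protein genes (−0.51). This shows a limit of the change, and it does not tell for or against any cause. The label batch is the group itself and stays open. An influence of the Lsp2 alleles on translation of ribosomal protein mRNAs at 15 d is a hypothesis from the same data, as the exact permutation p of 0.10 cannot go lower with 3 against 3.

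Splits of the samples were counted for each comparison. For the alleles at 15 d, 1 of the 10 splits of the 6 samples gave as many RNA genes as the 229 called, and the next gave 64. For TE, 0 genes were called (756 at an unadjusted p under 0.05), a count that any split reaches, so the splits decide nothing there. With Thor[2], 1 of the 10 splits gave as many RNA genes (431) and 1 of the 10 as many TE genes (10). In young flies 1 of the 10 gave as many for RNA (33, the next 5) and 1 of the 10 for TE (7). For age in A10 and in B14, 1 of the 10 splits gave as many for RNA and 1 of the 10 for TE. With 10 splits the share cannot fall under 0.1. For Thor[2] over both alleles, 1 of 100 splits drawn of the 200 gave as many RNA genes (7950, the next 3208) and 1 of 100 as many TE genes (6217, the next 1088).

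Thor RNA was not lower in the libraries labelled Thor[2]. A swap of single labels is argued against by the 12 of 12 libraries whose nearest neighbour shared their label. An exchange of all Thor[2] labels between the groups cannot be told apart from correct labels, since Thor RNA changed by only +0.33 and no other marker of the allele is at hand. A transcript that is made but translated less may fit, with Thor TE at −1.09, lower than in all but 10.5% of genes, but a shared change of many mRNAs would give the same.

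RNA of 7950 genes differed between the 15 d allele libraries with and without Thor[2]. A few genes taking most of the counts do not account for it, since the 10 most counted genes held at most 9.06% of the counts in these 12 libraries. The split by direction depends on the scaling, with 4099 higher and 3851 lower, and 3363 and 4597 with library totals. A state of the 15 d libraries without Thor[2] alone would bring the labelled and the young libraries nearer to each other than to it. That held for 4 of 12 libraries (4 of the 6 labelled, 0 of the 6 young), with median Spearman correlations over 10440 genes of 0.931 between labelled and young, 0.926 between labelled and other 15 d, and 0.970 between young and other 15 d libraries. This argues against such a state for most genes. For a part it stays open: in 27.1% of the 7950 genes the young mean lay nearer to the labelled libraries, among them pre-lola-G, and age differs as well, so the state and age cannot be told apart there. A preparation batch shared by the labelled libraries could produce the pattern and cannot be told apart from Thor[2] or its genetic background (median correlation 0.924).

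Lsp2 RNA was raised in Lpp[TS]>Rheb. If carry-over from Lpp[TS]>Lsp2 libraries were the source, it would need a share of 33.9%, and 2 of 4256 genes with at least 50 CPM lay below that share. So few genes leave it open for Lsp2. The larval fat body genes other than Lsp2 summed to at least 842 CPM in Lpp[TS]>Rheb (842 and 972) against 20.7 and 22.7 in Lpp[TS]>Lsp2 and 16.2 and 19.6 in Lpp[TS]>w1118, so carry-over does not explain these. Raised larval serum protein genes with Rheb may thus be an effect of the line, a hypothesis only.

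Lsp2 counts were high in Lsp2[B14] 15 d replicate 3 (52.1 CPM). Larval material in that sample may be a source: in total RNA its larval fat body genes summed to 40.7 CPM, against 6.74 to 26.8 in the other 11 allele libraries of 15 d. Its monosome library had 44.7 CPM of them, within the range of the other 15 d libraries (10.8 to 133). Its polysome library goes against larval material, with 15.5 CPM for these genes (10.3 and 17.5 in the other replicates of the group) beside 43.9 CPM of Lsp2. Single libraries cannot decide this.

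The early zygotic genes term, bard and bnk were higher in Thor[2];Lsp2[A10] than in Thor[2];Lsp2[B14]. A separate list of early zygotic genes was higher there in 12 of 12 genes tested, with a median of 1.01, which is consistent with embryos in or among the flies. The set test had an adjusted p of 0.00205 at the preset correlation and 0.896 at the estimated one, over 130 tests. In A10 against B14 without Thor[2] the median was 0.83 (11 of 12 higher). Retained eggs that begin to develop are a hypothesis that was not tested further.

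FDY was higher in the 15 d libraries without Thor[2] (8.52 to 14.1 CPM) than in those labelled Thor[2] (0.0885 to 1.57). Males among the females would raise Y-linked genes, whose sum in total RNA was at most 0.178 CPM in these libraries (0.0424 to 0.178) against 0.141 to 0.643 with Thor[2]. The sums were larger in the fractions, with 0.394 to 13.2 CPM in monosomes and 0.522 to 3.19 in polysomes without Thor[2], against 8.12 to 135 and 3.64 to 14.3 with it. Y-linked levels were thus not higher where FDY was, which argues against males. Reads of its parent gene vig2 counted as FDY stay open. A share that is the same in all libraries would make FDY follow vig2, whose change with Thor[2] was 0.21 where that of FDY was −4.20, but a share that differs between the sets would hardly show in vig2, at an average log2 CPM of 9.37. No biological explanation was tested.

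mt:ND4 and mt:ND5 had a higher TE at 15 d. If mitochondria sedimented into the polysome fraction at 15 d, all mitochondrial mRNAs would rise alike. In B14 the smallest change was −0.27, with 12 of 13 higher, a median of 2.07 and up to 5.87. In A10 13 of 13 were higher, the least by 0.33, with a median of 2.61. The rise across nearly all of these mRNAs goes with that source, which stays open. Its unevenness argues only against an equal rise of all of them. No biological explanation was tested.

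The marker lists gave 130 tests, of which 31 passed with the preset correlation and 0 with the estimated one, where the smallest adjusted p was 0.420. That was the larval fat body list in young A10 against B14 RNA, lower in 5 of 5 genes with a median of −1.16. By list, 2 of 8 Y-linked, 1 of 6 accessory gland, 6 of 30 early zygotic, 3 of 30 larval cuticle, 6 of 26 larval fat body and 13 of 30 mitochondrial tests passed with the preset correlation. With Thor[2] over both alleles, larval cuticle RNA was higher in 3 of 3 genes (median 3.02) and larval fat body RNA lower in 5 of 5 (median −1.89). Early zygotic RNA was higher in 10 of 12 (median 0.87), and mitochondrial RNA stood at a median of 0.0096. None of these passed, with unadjusted p of 0.200, 0.415, 0.494 and 0.773 from camera at the preset correlation. Larval cuticle RNA was lower at 15 d than in young flies in 3 of 3 genes, by −3.34 in A10 and −2.74 in B14.

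In total RNA the accessory gland genes summed to 5.47 and 0 CPM in replicates 1 and 2 of Lpp[TS]>Lsp2, 0.0596 and 0.0809 in Lpp[TS]>Rheb and 2.90 and 3.94 in Lpp[TS]>w1118. The Y-linked genes summed to 4.16 and 0.134, 0.239 and 0.243, and 0.869 and 1.54 in the same order. Accessory gland RNA was lower in Lpp[TS]>Rheb than in Lpp[TS]>w1118 in 4 of 4 genes (median −6.82, adjusted p 0.0206 at the preset and 0.940 at the estimated correlation). The labels give female flies and no mating state, so whether these levels bear on the Lpp[TS] comparisons was not tested and is not excluded.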
